A study of Mus musculus with 6 samples. Its data were reported in "Mechanosensing regulates tissue repair program in macrophages" (2024).

How the data were processed

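Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open DNA and adds sequencing adapters to it, in mouse bone marrow-derived macrophages (BMDMs). The 6 libraries form 6 groups of 1 library each, taken from the labels: Untreated, IL-4, DMSO, DMSO + IL-4, LatA + IL-4 and MCSF + IL-4. Per the labels, IL-4 was given at 20 ng/ml for 24 hours, MCSF (also called CSF1) at 100 ng/ml and latrunculin A (LatA) at 1 μM. Latrunculin A blocks actin polymerization and is dissolved in DMSO, so the DMSO libraries are its vehicle controls.

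The study's methods state that paired-end reads were trimmed with Cutadapt and aligned to the mm9 build with Bowtie2, which was allowed to report several alignments per read. Duplicates were removed with Picard, and reads in blacklisted regions and on the mitochondrial genome were discarded. Peaks were called with macs2 on read ends shifted and extended to centre on the transposase cut, and reads per site were counted with featureCounts. Tool versions, and how sites were joined across libraries, are not stated there. Reporting several alignments per read adds reads at repeated sequence, and such reads are not independent of each other.

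The deposited site table gives a signal per site and library, which the authors made by scaling reads to CPM with trimmed mean of M-values (TMM) factors in edgeR. Every value was a whole multiple of 1 step per column, so whole reads were recovered for 100% of the values in each library. TMM factors recomputed from these reads, with a factor common to all libraries divided out, differed from the deposited ones by at most 0.0147%. There is 1 deposited peak list per library, so peaks were taken as called on each library separately. In the deposited peak lists the authors give a fold enrichment of each peak over the local background, a ratio within 1 library that was used only to describe peaks. The −log10 q-value in the deposited peak lists was used only as a stricter threshold within each list. The score column of the deposited peak lists is a whole-number form of the same value and was not used further. No per-sample column of the table was left out.

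Sites are named by their position in mm9, counted from 1. The table was found to count from 1, because 98628 Untreated peaks started at the start of a site on that reading and 1122 did on the other. The last site on chromosome 1 ended at 197195351, past the last gene of that chromosome in the GRCm38 annotation, which ends at 195291439. Gene annotation and sequence of GRCm38 were therefore not used for positions, and no coordinates were converted. The Retnla promoter, the Arg1 locus, the gene panel, the classes of sites by distance to a gene start and the motif shares, all planned before the data were examined, are not analysed here for that reason.

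Reads were divided by the deposited effective library sizes and multiplied by the geometric mean of those sizes to give normalized reads. Sites with a mean of at least 20 normalized reads over the 6 libraries were compared, which kept 132057 of 578591 sites and left out 77.2%. A site was called higher or lower when the log2 ratio of normalized reads, with 1 read added, passed 1.5-fold, as in the study's methods. The groups, the comparisons, the fold threshold, the filter, the rule for naming sites and the alternatives were fixed before the data were examined, except the alternatives marked in the closing section. Each group has 1 library, so there are no replicates, no main result has a test, and every ratio compares 2 libraries and not 2 conditions. Depth ranged from 12387332 to 19889902 reads in sites, so the filter of 20 normalized reads stands for 16.2 to 27.0 reads per library.

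The comparisons were IL-4 against Untreated, DMSO + IL-4 against DMSO, DMSO against Untreated, DMSO + IL-4 against IL-4, LatA + IL-4 against DMSO + IL-4, and MCSF + IL-4 against IL-4. The chance overlap of a pair of comparisons that share no library was taken as the product of their shares, over all sites and within 20 bins of mean reads. The number of calls that counting error alone gives was taken from 20 draws of Poisson counts in which both libraries had 1 common rate per site. For IL-4-induced sites, the median ratio was set against 10000 random lists of the same size matched on mean reads. Induced sites were taken from the IL-4 comparison that shares no library with the perturbation. Intervals of 95% are exact (Clopper-Pearson) for shares and for ratios of reads, and order-statistic intervals for medians. They cover counting error only, since reads without molecular identifiers are not independent molecules.

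Sites are named in the text by this rule. For IL-4, and for latrunculin A with MCSF, the 3 sites with the largest rise and the 3 with the largest fall were taken among sites past 1.5-fold the same way in both comparisons, ranked by the smaller of the 2 log2 ratios in size. They needed a mean of at least 50 normalized reads. A clause of 1 site per gene could not be applied without annotation.

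The alternatives were DESeq2 size factors, total reads, removal of the trend of the log2 ratio with mean reads (lowess, span 0.3), no filter, a mean of at least 50 reads, 5 reads added, a ratio of at least 2, an exact interval that leaves out 1, other control libraries, other lists of induced sites, a −log10 q of at least 5 and an overlap of at least 50% of each peak. An additive model of IL-4, DMSO, latrunculin A and MCSF was fitted over all 6 libraries with edgeR's quasi-likelihood test and with DESeq2, on the recovered reads. It has 1 residual degree of freedom, and Benjamini-Hochberg adjusted p-values under 0.05 were counted. It treats the interaction of vehicle and IL-4 as error.

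The ratio calls and the edgeR model were tested on simulated data for 132057 sites, of which 200 were given a 4-fold change. The ratio call was tested on Poisson counts, which hold no variation between libraries beyond counting error. It recovered 100% of the changed sites in each comparison, which says little because a 4-fold change lies far past 1.5-fold. It also called from 6.70% (DMSO against Untreated) to 11.5% (LatA + IL-4 against DMSO + IL-4) of unchanged sites. The edgeR model was tested on more variable counts (negative binomial, dispersion 0.05), so the 2 tests cannot be compared. It recovered 90% for IL-4 and called 11 unchanged sites. Software was R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, bedtools 2.31.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.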

Results

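Accessible chromatin was profiled by ATAC-seq in 6 libraries of mouse BMDMs, 1 per group, to ask whether IL-4 opens chromatin sites and whether 2 treatments that act on the macrophage cytoskeleton, latrunculin A and MCSF (CSF1), alter accessibility in the presence of IL-4. There were no replicates. Reads in sites numbered 19889902 in Untreated, 15303644 in IL-4, 17808959 in DMSO, 12387332 in DMSO + IL-4, 14897964 in LatA + IL-4 and 13479282 in MCSF + IL-4. A small number of sites took a large part of these reads. The 20 sites with the most reads held 22.0% of reads in Untreated, 20.3% in IL-4, 22.2% in DMSO and 19.5% in DMSO + IL-4. They held 13.5% in LatA + IL-4 and 15.2% in MCSF + IL-4.

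The number of peaks called by the authors was 269643 in Untreated, 232676 in IL-4, 230921 in DMSO, 226542 in DMSO + IL-4, 222076 in LatA + IL-4 and 228476 in MCSF + IL-4. Median peak width ranged from 233 bp in DMSO + IL-4 to 250 bp in LatA + IL-4, and the peaks covered from 63.6 Mb in DMSO + IL-4 to 81.7 Mb in Untreated. The median fold enrichment, the authors' own value for each peak, was lowest in Untreated at 3.73 and highest in LatA + IL-4 at 4.77. Of the IL-4 peaks, 61.0% (95% exact interval 60.8 to 61.2) overlapped an Untreated peak by at least 1 bp. The share was 55.0% (54.8 to 55.2) for DMSO + IL-4 against DMSO, 54.3% (54.0 to 54.5) for LatA + IL-4 against DMSO + IL-4 and 54.3% (54.1 to 54.5) for MCSF + IL-4 against IL-4. Libraries that differed in vehicle only shared a similar part of their peaks. The share was 63.0% (62.8 to 63.2) for DMSO against Untreated and 57.0% (56.8 to 57.2) for DMSO + IL-4 against IL-4. Requiring an overlap of at least 50% of each peak moved these shares most, for example to 43.8% for IL-4 against Untreated.

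To measure the IL-4 response, normalized reads were compared at 132057 sites. Without vehicle, 27506 sites were at least 1.5-fold higher in IL-4 than in Untreated and 11723 were lower. With DMSO, 21945 sites were higher in DMSO + IL-4 than in DMSO and 16880 were lower. Counting error alone gave a mean of 5503 higher and 6243 lower sites for the first comparison and 6955 and 7944 for the second. Dropping the filter on reads moved these counts most, to 142235 higher and 129379 lower sites without vehicle. The comparisons have no library in common, and 11528 sites were higher in both, where independence gives 4571. There were 3137 sites lower in both, where independence gives 1498. Across sites with a mean of at least 100 reads, the log2 ratios of the 2 comparisons had a Pearson correlation of 0.71. Across all tested sites it was 0.38. Both are values across sites, which are not independent replicates.

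Libraries that differ only in vehicle show how many sites pass 1.5-fold with neither IL-4 nor a cytoskeletal treatment as the difference. DMSO had 22133 sites higher and 9557 lower than Untreated, and DMSO + IL-4 had 14840 higher and 12940 lower than IL-4. The number of higher sites for DMSO against Untreated was thus of the same order as that for IL-4. The split depended on the scaling. With total reads in sites as the scale, 14348 sites were higher and 13930 lower in DMSO than in Untreated. The vehicle ratios had a Pearson correlation of 0.09 across sites of at least 100 reads, against 0.71 for the IL-4 ratios. Across all tested sites the values were 0.06 and 0.38. Sites lower in both vehicle comparisons numbered 1725, where independence gives 936, and 3050 were higher in both, where independence gives 2487. Opposite calls were not below independence here, with 1517 sites lower without IL-4 and higher with it, against 1074, and 2219 the other way, against 2169.

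**Figure D1:**
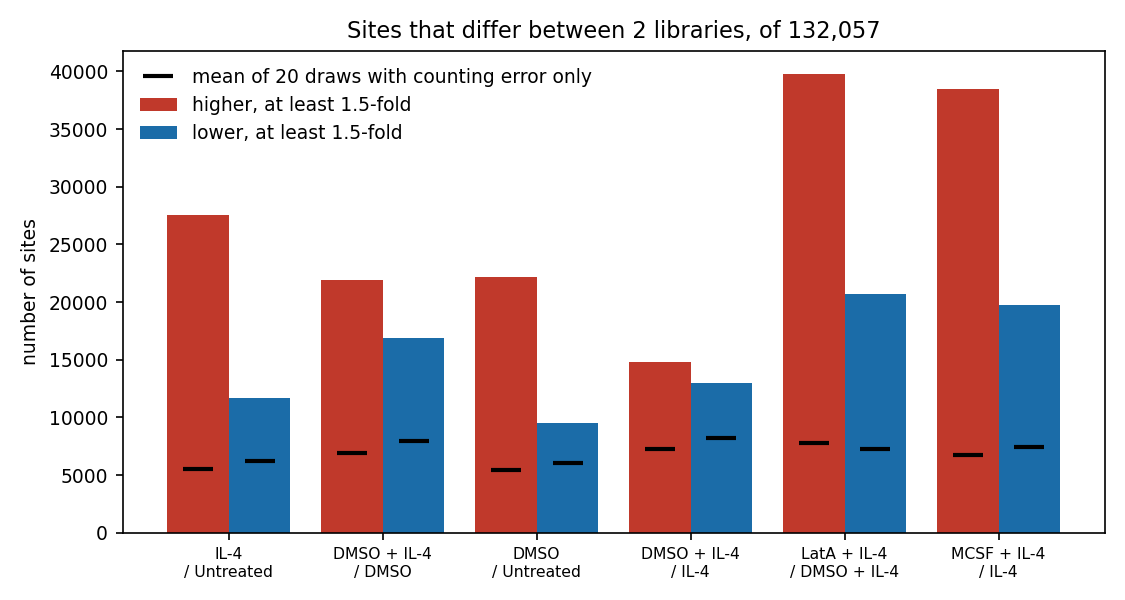
Number of sites (vertical axis) at least 1.5-fold higher (red bars) or lower (blue bars) in the first than in the second library of each of the 6 comparisons (horizontal axis), with 1 library per group and black marks for the mean of 20 draws with counting error only. All bars lie above their marks, and the tallest are the higher sites for latrunculin A (39794) and MCSF (38501).

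The 3 sites with the largest rise with IL-4 had few reads without it. The site at chromosome 2, 65387228 to 65387792, had 3 reads in Untreated and 84 in IL-4, a ratio of 37.1 (95% interval for counting error 12.3 to 183.7). With DMSO it had 3 and 85 reads, a ratio of 38.9 (12.9 to 192.6). At chromosome 9, 100389029 to 100389778, the site rose from 5 to 99 reads (ratio 26.3, 10.9 to 82.7), and from 1 to 78 reads with DMSO (ratio 107.2, 18.7 to 4288). The next site, at chromosome 14, 18576052 to 18576610, rose from 5 to 122 reads (ratio 32.4, 13.5 to 101.5) and from 7 to 117 reads with DMSO (ratio 23.0, 10.8 to 58.4). At the first of these sites the normalized reads were 73.8 in LatA + IL-4 and 86.7 in MCSF + IL-4, against 105.2 in DMSO + IL-4 and 82.5 in IL-4. The site on chromosome 9 was higher with latrunculin A, with 132 reads against 78 (ratio 1.44, 1.08 to 1.93), and had a log2 ratio of −0.26 with MCSF. At the site on chromosome 14 the log2 ratio was −0.04 for latrunculin A and −1.05 for MCSF.

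Among sites that fell with IL-4, the site at chromosome 18, 11288511 to 11288913, had 223 reads in Untreated and 35 in IL-4 (log2 ratio −2.23), and 124 in DMSO and 18 in DMSO + IL-4 (log2 ratio −2.27). The site at chromosome 3, 146334285 to 146335404, had log2 ratios of −2.36 and −3.69 and only 1 read in DMSO + IL-4. Chromosome 19 held the last of these sites, at 38105170 to 38105761, with log2 ratios of −3.96 and −2.10. The sites on chromosomes 18 and 3 had more reads with both treatments than in the controls, by log2 ratios of 2.01 and 5.06 for latrunculin A and 1.37 and 2.48 for MCSF. The site on chromosome 19 was lower with latrunculin A (−1.71) and higher with MCSF (2.91). These sites were picked for few reads in IL-4 and DMSO + IL-4, the controls of the treatment ratios, which favours a rise. Draws with no treatment effect, added after the values were seen, gave 60 sites picked in the same way a median log2 ratio of 0.01 for latrunculin A (highest 0.67) and 0.11 for MCSF (highest 1.08). The draws hold counting error only, so a rise from other variation between single libraries is not excluded.

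Latrunculin A was compared with its vehicle in the presence of IL-4. In LatA + IL-4, 39794 sites were higher and 20685 lower than in DMSO + IL-4. MCSF was compared with IL-4 alone, and 38501 sites were higher and 19721 lower. Counting error alone gave a mean of 7805 higher and 7284 lower sites for latrunculin A, and 6741 and 7423 for MCSF. The ratios depended on how many reads a site had. At sites of 20 to 50 reads the median log2 ratio was 0.04 for latrunculin A and 0.01 for MCSF. At sites of at least 100 reads it was 0.56 and 0.59, and DMSO against Untreated gave 0.36. Once this trend was removed, 25573 sites were higher and 26029 lower with latrunculin A, and 25626 higher and 24838 lower with MCSF. Removing the trend centres each comparison near a log2 ratio of 0, so this near-even split follows from the setting and does not show whether the excess of higher sites is real.

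**Figure D2:**
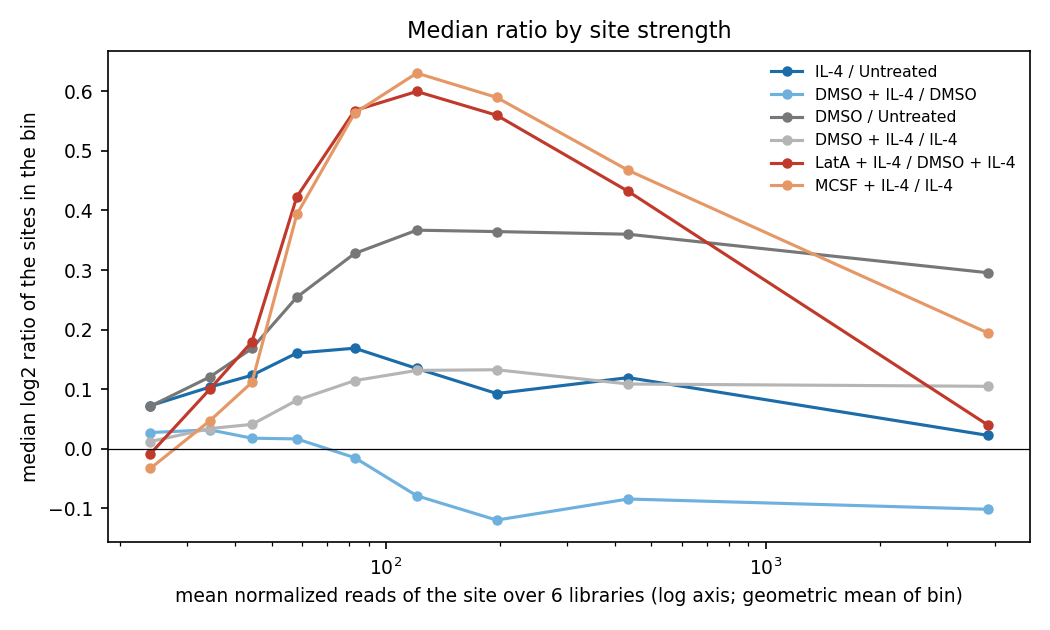
Median log2 ratio of normalized reads (vertical axis) against the mean normalized reads of the site over 6 libraries (horizontal log axis), with 1 line per comparison and 1 point per bin of sites. The lines for latrunculin A and MCSF start at −0.01 and −0.03 and reach 0.60 and 0.63 at sites of 100 to 150 reads.

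To find sites affected by both treatments, the comparisons were overlapped; they share no library. Lower in both were 5761 sites, where independence gives 3089 over all sites and 3646 within bins of reads. This was 1.86 and 1.58 times independence, close to the 1.84 and 1.47 times of the vehicle comparisons. Higher in both were 20390 sites, where independence gives 11602 and 12930. This was 1.76 and 1.58 times independence, against 1.23 and 1.22 times for the vehicle comparisons. Opposite calls were fewer than independence gives, with 2483 sites higher with latrunculin A and lower with MCSF against 5943, and 2007 the other way against 6031. Of the sites lower in both, 89.1% had a mean under 50 reads, compared with 73.6% of the sites tested. Removing the trend with reads gave 9031 sites lower in both, where independence gives 4896. Of these 68.9% had a mean under 50 reads, below the share of the sites tested, so the lean to weak sites did not hold in this setting.

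Of the sites that fell with both treatments, the site at chromosome 17, 42715110 to 42716388, went from 110 reads in DMSO + IL-4 to 10 in LatA + IL-4, 12.9-fold lower (95% interval 6.76 to 27.7), and from 70 reads in IL-4 to 11 in MCSF + IL-4, 5.33-fold lower (2.81 to 11.2). The site at chromosome 3, 69784105 to 69784410, was 6.23-fold lower with latrunculin A (3.41 to 12.3) and 4.28-fold lower with MCSF (2.60 to 7.41). The site at chromosome 16, 48844873 to 48845783, was 4.21-fold lower with latrunculin A (2.89 to 6.27) and 4.33-fold lower with MCSF (2.90 to 6.69). All 3 sites were also at least 1.5-fold higher with IL-4 in both comparisons, which their choice for many reads in IL-4 and DMSO + IL-4 favours. Draws of the kind used above gave 60 sites picked in this way a median log2 ratio of 0.02 without vehicle (highest 0.47). With DMSO it was 0.07 (highest 0.53), and 0% passed 1.5-fold. All 3 sites lay above these values, by little on chromosome 17 (0.60 and 0.59). This argues against choice with counting error alone as the cause of these rises. Other variation between single libraries is not excluded. The ratios without vehicle and with DMSO were 1.52 and 1.51 on chromosome 17, and 2.26 and 2.06 on chromosome 3. The site on chromosome 16 had 26 reads in Untreated and 150 in IL-4 (ratio 7.65, 5.02 to 12.1), and 17 in DMSO and 129 in DMSO + IL-4 (ratio 10.4, 6.27 to 18.5).

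Of the sites that rose with both, the site at chromosome 18, 78213008 to 78214397, was 12.5-fold higher with latrunculin A (6.79 to 25.5) and 7.76-fold higher with MCSF (4.82 to 13.1). At chromosome 10, 20237810 to 20238496, a site was 9.06-fold higher with latrunculin A (4.88 to 18.7) and 10.4-fold higher with MCSF (5.57 to 21.6). At that site DMSO had 90 reads and Untreated had 3 (81.0 and 2.22 normalized reads), a larger ratio than those with the treatments. At chromosome 4, 144549635 to 144550370, a site had 15 reads in DMSO + IL-4 and 186 in LatA + IL-4, and 1 read in IL-4 and 65 in MCSF + IL-4 (ratio 77.6, 13.4 to 3110). That ratio rests on a low IL-4 library, with 0.98 normalized reads. Untreated had 42.9 there, DMSO 36.0 and DMSO + IL-4 18.6. The site on chromosome 18 fell with IL-4, by log2 ratios of −1.88 without vehicle and −2.79 with DMSO. The choice of these sites for few reads in IL-4 and DMSO + IL-4 favours such falls.

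**Figure D3:**
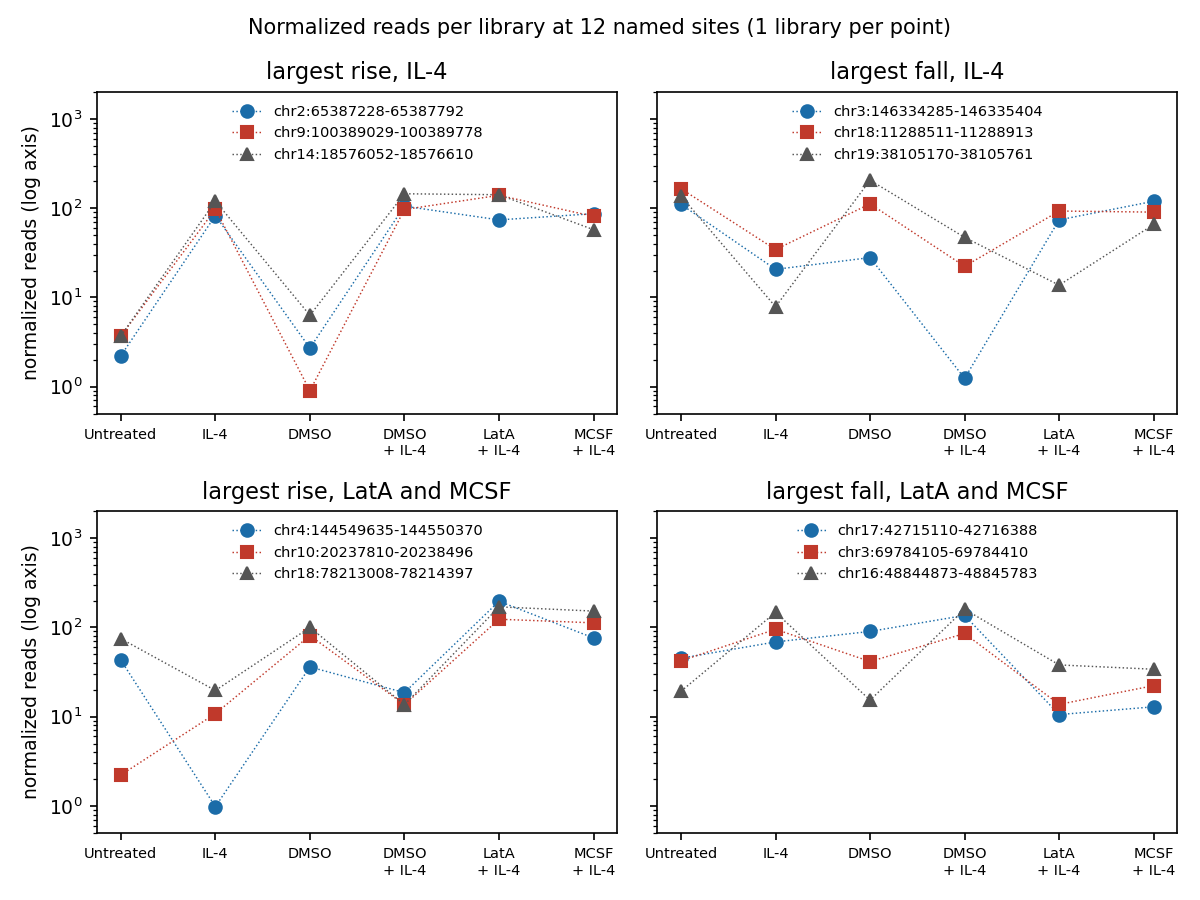
Normalized reads (vertical log axis) in each of the 6 libraries (horizontal axis) at the 12 named sites, 1 panel per list and 1 symbol per site, with dotted lines only to guide the eye. The site on chromosome 16 stands at 147.2 in IL-4 and 159.7 in DMSO + IL-4, and lower, at 34.0, in MCSF + IL-4, with LatA + IL-4 close to it.

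The treatments were next compared at IL-4-induced sites as a set. At the 27506 sites induced without vehicle, the median log2 ratio for latrunculin A was 0.41 (95% interval 0.40 to 0.42), and random lists matched on reads had a median of 0.13. At the 21945 sites induced with DMSO, the median for MCSF was 0.35 (0.34 to 0.37), against 0.07 in matched lists. Both medians were above all 10000 lists, which describes these libraries only. The lists were matched on reads only and drawn from sites not induced. The median fold enrichment of peaks rose from Untreated (3.73) to IL-4 (4.17). From DMSO + IL-4 (4.29) to LatA + IL-4 (4.77) it rose as well. It also rose from DMSO (3.94) to DMSO + IL-4 and from IL-4 to MCSF + IL-4 (4.49). A difference in enrichment between libraries is thus not excluded as a source of the gaps to matched lists. Induced sites were called lower less often than matched sites, in 9.26% of sites (8.92 to 9.61) against 17.1% for latrunculin A, and in 12.6% (12.2 to 13.1) against 16.5% for MCSF. At sites of at least 50 reads the median for latrunculin A was 0.49, below the 0.54 of matched lists, and for MCSF it was 0.60, above the 0.51 of matched lists. The share of lower sites there was 2.85% against 7.33% for latrunculin A and 4.58% against 6.54% for MCSF.

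Of the 11528 sites higher in both IL-4 comparisons, 402 (3.49%) were lower with both treatments and 1723 (14.9%) were higher with both. Among all tested sites 4.36% were lower and 15.4% higher with both, so induced sites were lower with both less often than sites in general. With the trend removed, 412 of 10459 (3.94%) were lower and 925 (8.84%) were higher, against 6.84% and 7.69% of all tested sites. At sites with a mean of at least 50 reads, 32 of 3577 (0.895%) were lower with both, against 1.80% of all such sites, and 547 (15.3%) were higher with both, against 27.5%. These comparisons share the IL-4 and DMSO + IL-4 libraries, and sites picked for many reads there are called lower with a treatment more often and higher less often by that choice alone. The smaller share of higher calls is therefore not shown to be a property of induced sites. Draws in which each site kept its IL-4 effect and the treatments had none, added after the values were seen, gave a mean of 0.675% of induced sites lower and 0.121% higher with both, and 0.0427% and 0.00449% at sites of at least 50 reads. These draws put a mean of 15507.5 sites higher in both IL-4 comparisons, against the 11528 seen, and 4451.55 against 3577 at sites of at least 50 reads. They thus do not match the data, and observed shares above them are not shown to be due to the treatments. The site on chromosome 16 ranked first of the 32 by the smallest of its 4 log2 ratios, a ranking chosen after the values were seen.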

Values the study reported

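The study analysed accessibility differences that were 1.5-fold or larger.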

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

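Neither the test by removal of the trend nor the test by simulated counts was chosen after its result was seen, but the count of shared sites was added afterwards.

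The IL-4 response went opposite ways with and without vehicle at some sites. Without vehicle 1910 sites were at least 1.5-fold higher with IL-4 that were at least 1.5-fold lower with IL-4 in DMSO, and 1396 sites went the other way. With 1 library per group the difference itself was not tested. Both numbers lie below what independence gives, 3516 and 1948. Counting error as the whole cause is argued against, since draws with 1 common IL-4 effect gave a mean of 493.2 such sites against the 3306 seen. A trend with read count in the Untreated library is argued against as the whole cause as well, because 3300 such sites were counted after the trend was removed from each comparison, 2915 of them among the 3306. The split was then 1666 and 1634, so the imbalance between the directions did not stay. Removing the trend centres each comparison, so the near-even split follows in part from this setting. Variation between single libraries beyond counting error, and an effect of the vehicle on the IL-4 response, remain open, and without replicates nothing here separates them.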

How the results depend on the processing

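Total reads outside the sites with a mean of at least 1000 reads, as a scale, and crossed controls were tried only after the data were seen; the other alternatives were planned.

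At the 12 named sites, the 2 ratios by which each site was chosen were recomputed under other scales, trend removal and 5 reads added. All 120 values kept their direction and stayed past 1.5-fold. These sites were picked for the largest ratios, so this was a weak test. The other ratios given at these sites were not recomputed. Among them are the IL-4 ratios on chromosome 17 (log2 0.60 and 0.59), which lie close to the threshold. The balance of higher and lower sites did turn in some comparisons, as given below. The overlaps of calls stayed above the number independence gives under each scale, filter and threshold tried. With crossed controls, where latrunculin A was set against IL-4 and MCSF against DMSO + IL-4, 5679 sites were lower in both (3176 by independence) and 18960 higher (11301). Taking IL-4 without vehicle as the control for latrunculin A, or DMSO + IL-4 for MCSF, also left the counts within 1.5-fold.

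Scaling changed the balance of higher and lower sites. With total reads in sites, the higher sites in DMSO against Untreated fell to 14348, and the medians at induced sites were 0.38 for latrunculin A and 0.25 for MCSF. DESeq2 size factors gave 0.43 for latrunculin A. With total reads outside the largest sites, the median of all sites shifted by −0.19 for latrunculin A, −0.20 for MCSF and −0.10 for DMSO against Untreated. The share of higher among changed sites went from 65.8% to 47.4% for latrunculin A, from 66.1% to 46.4% for MCSF and from 69.8% to 53.3% for DMSO against Untreated. There were then 30199 sites lower with MCSF, 10060 opened by both (5333 by independence), 11860 closed by both (6820), and medians of 0.22 and 0.16 at induced sites. Lower sites thus outnumbered higher ones for both treatments, with 26919 higher and 29824 lower for latrunculin A and 26160 higher for MCSF, and also for vehicle with IL-4, with 12955 higher and 14679 lower. With total reads in sites the share of higher sites in DMSO against Untreated was 50.7%, the median shifted by −0.12, and vehicle with IL-4 had 13566 higher and 14086 lower sites.

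With the trend with reads removed, 13370 sites were higher in DMSO than in Untreated, 25573 with latrunculin A and 25626 with MCSF. Sites opened by both were 10151 (4963 by independence), sites closed by both 9031 (4896), and the medians at induced sites 0.20 and 0.21. The share of higher among changed sites became 57.8% in place of 70.1% for IL-4 without vehicle, 48.9% for DMSO against Untreated, 49.6% for latrunculin A and 50.8% for MCSF. The median of all sites shifted by −0.11, −0.17, −0.19 and −0.16 in these comparisons, since removing the trend centres each of them near 0. A near-even split is thus built into this setting.

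Without the filter, higher and lower sites were 142235 and 129379 for IL-4 without vehicle, 143862 and 139450 with DMSO, 129852 and 123242 for vehicle without IL-4, 131474 and 130980 for vehicle with IL-4, 159122 and 161851 for latrunculin A, and 158835 and 156777 for MCSF. IL-4 in both gave 50099 higher and 39735 lower, both treatments 62367 opened and 56344 closed, and the medians were 0.14 and 0.055. This adds 77.2% of the table, the sites with the fewest reads.

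With a mean of at least 50 reads, which tests fewer sites, higher and lower sites were 7642 and 1883 for IL-4 without vehicle, 4742 and 3509 with DMSO, 5892 and 730 for vehicle without IL-4, 2051 and 1139 for vehicle with IL-4, 15558 and 2105 for latrunculin A, and 16016 and 1969 for MCSF. IL-4 in both gave 3577 (1040 by independence) and 797 (190), both treatments 9567 opened (7151) and 626 closed (119), and the medians were 0.49 and 0.60.

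With a ratio of at least 2, the counts were 12307 and 3150 for IL-4 without vehicle, 9526 and 4923 with DMSO, 5119 and 2729 for vehicle without IL-4, 3949 and 4030 for vehicle with IL-4, 15193 and 7626 for latrunculin A, and 15612 and 6713 for MCSF. IL-4 in both gave 5196 (888 by independence) and 562 (117), both treatments 3773 opened (1796) and 1069 closed (388). When the exact interval also had to leave out 1, lower sites were 7671 for IL-4 without vehicle, 10033 with DMSO, 6033 for vehicle without IL-4, 11420 for latrunculin A and 10922 for MCSF. Vehicle with IL-4 gave 7461 higher and 6243 lower, IL-4 in both 1770 lower and both treatments 2169 closed. With 5 reads added the median at induced sites was 0.38 for latrunculin A.

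Induced sites from the comparison that shares the control gave medians of 0.045 for latrunculin A and 0.31 for MCSF. Draws with no effect gave −0.35 and −0.34 there, and 0.00 for both with unshared controls, so the choice of list itself lowers these medians. Sites induced in both gave 0.30 and 0.55.

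The additive models compare these libraries with 1 residual degree of freedom. For the vehicle, edgeR called 231 sites higher and 177 lower, and DESeq2 called 1 and 2. That coefficient is fitted over both vehicle pairs, while the 22133 higher sites given above come from DMSO against Untreated alone. In edgeR, 7068 sites were higher and 1123 lower with IL-4, 2034 and 740 with latrunculin A, and 11164 and 1321 with MCSF, with 163 closed and 685 opened by both. These last fits share control libraries, and simulated unchanged libraries gave 0 of each. DESeq2 called 596 and 42, 74 and 88, and 147 and 46, with 44 closed and 33 opened by both. DESeq2 gave an adjusted p to 68050 sites for IL-4, 9164 for latrunculin A and 11724 for MCSF, compared with 132057 in edgeR. At an unadjusted p under 0.05 it had 1284 sites higher and 756 lower with latrunculin A, the same lean as edgeR.

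Peaks with a −log10 q of at least 5 numbered 147099 in DMSO + IL-4. The shared peaks were then 58.5% for IL-4 with Untreated, 58.0% for DMSO + IL-4 with DMSO, 60.3% for DMSO with Untreated, 60.2% for DMSO + IL-4 with IL-4, 52.2% for LatA + IL-4 with DMSO + IL-4 and 55.5% for MCSF + IL-4 with IL-4. With an overlap of at least 50% they were 43.8%, 40.6%, 46.5%, 43.5%, 43.2% and 41.8%. The cause of the changes above was not tested where the setting itself does not show it. No analysis paired by replicate was possible because each group has 1 library. The additive models did fit IL-4 over both of its pairs, without vehicle and with DMSO. Other windows for the gene panel, the site classes and the motif shares, set before the data were examined, were not run. Depth limits weak sites, since on simulated data counting error alone put 11.5% of unchanged sites past 1.5-fold for latrunculin A.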

Other observations

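The tests of scaling, enrichment, spread, shared handling, repeat copies, read count and male cells, and the test of chromosome X against GC content, were chosen only after the result was seen. The tests of GC content over autosomes were not. But they are not among the items listed above as fixed before the data were examined.

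Sites with many reads were higher with both latrunculin A and MCSF. A wrong scaling factor for a library moves weak and strong sites alike, and the medians of sites of at least 100 reads and of 20 to 50 reads differed by at least 0.52 on the log2 scale, which argues against scaling as the whole cause. A higher enrichment over background in these 2 libraries and an effect of the treatments cannot be told apart, because each group has 1 library. That 84.3% of sites of 100 to 1000 reads were above a ratio of 1 in both comparisons restates the pattern. High shares in single comparisons are not special to the treatments either, since at sites of at least 100 reads 90.0% were above 1 for DMSO against Untreated, compared with 88.7% for latrunculin A and 87.5% for MCSF. The robust SD of single sites around the trend was at least 0.32, compared with 0.20 and 0.21 for the vehicle comparisons, but a spread between single libraries cannot decide whether enrichment is all there is. A biological change of strong sites with both treatments remains open and untested.

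More sites were lower with both treatments than chance gives. Dependence on read count is argued against as the whole cause, because with the trend removed and within bins of reads the overlap at sites of at least 50 reads was still 3.20 times chance. In the vehicle comparisons under the same setting it was 2.96 times chance for sites lower in both, and opposite calls were also above chance there, at 2.15 and 1.92 times. For the treatments opposite calls were below chance, at 0.47 and 0.36 times. Without removal of the trend, the overlap lower in both at these sites was larger for the vehicle. Within bins it was 4.78 times chance for the vehicle and 4.44 times for the treatments. An excess of sites lower in both is thus not special to the treatments. The LatA + IL-4 and MCSF + IL-4 libraries may have been handled apart from the other 4, since their columns alone are named in another form. Their log2 reads had a correlation of 0.82 across sites, compared with 0.86 for Untreated and DMSO and 0.82 for IL-4 and DMSO + IL-4. Each was less close to its own control, with 0.75 for LatA + IL-4 and DMSO + IL-4 and 0.75 for MCSF + IL-4 and IL-4. Such a batch and a shared effect of the treatments cannot be told apart, because both treated libraries would belong to it. The robust SD between these 2 libraries around the trend was 0.29, which decides nothing either for single libraries.

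Most of the 20 sites with the most reads were lower with both treatments, while those on chromosomes 10, 13, 14 and 17 were about level with latrunculin A and higher with MCSF. This does not extend to all strong sites, since the 295 sites of at least 1000 reads had median log2 ratios of 0.04 and 0.19. The largest, at chromosome 2, 98506351 to 98507543, had 827666 normalized reads in DMSO + IL-4, 545435 in LatA + IL-4, 852027 in IL-4 and 623122 in MCSF + IL-4. Of the other 19 among the 20 largest sites, 13 followed its profile over the 6 libraries with a correlation above 0.99, which 0.0314% of sites of 100 to 1000 reads did. This is consistent with reads of 1 repeat family being shared among these sites, as an aligner that reports several alignments per read would do. Why the family took fewer reads in those libraries was not tested.

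Sites on chromosomes X and Y were lower with both treatments. After the trend with reads was removed, the median log2 ratio of chromosome X was −0.25 for latrunculin A and −0.26 for MCSF, against −0.13 and −0.06 in the vehicle comparisons, which argues against read count as the whole cause. Another share of male cells would move X and Y in opposite directions, but chromosome Y, with 302 sites, was also lower, by −0.75 and −0.55. Over the 19 autosomes the median ratio rose with the GC content of the whole chromosome. GC content was taken from the GRCm38 sequence, while the sites are in mm9. Pearson's r was 0.73 for latrunculin A (permutation p 0.0003, adjusted 0.0006) and 0.78 for MCSF (4e-05, adjusted 0.00012), and Spearman's rho was 0.66 (0.0029, adjusted 0.0058) and 0.77 (0.00025, adjusted 0.00075), two-sided, over 6 relations. Without the chromosomes farthest from the median, 11 and 3, r was 0.56 and 0.64. A rise with GC content is not special to the treatments, since DMSO + IL-4 against IL-4 gave an r of 0.59 (0.00774, adjusted 0.00774) and a rho of 0.51 (0.0262, adjusted 0.0262), with an r of 0.46 without those 2. DMSO against Untreated gave an r of 0.72 (0.00041, adjusted 0.000615) and a rho of 0.62 (0.00621, adjusted 0.00922). The slope was larger with the treatments, at 0.051 per percent of GC for latrunculin A and 0.052 for MCSF. It was 0.017 for DMSO against Untreated and 0.010 for DMSO + IL-4 against IL-4. The IL-4 comparisons went the other way, with an r of −0.71 (0.00069, adjusted 0.000828) and a rho of −0.60 (0.00768, adjusted 0.00922) without vehicle, and −0.89 (1e-05, the smallest that the permutations can give, adjusted 6e-05) and −0.86 (4e-05, adjusted 0.00024) with DMSO. These comparisons share libraries. GC content, or a property that goes with it, is therefore a candidate explanation for part of the differences between chromosomes. With the treatments, chromosome X lay below the line through the autosomes by as much as −0.15, and below it in the other 4 comparisons as well, by −0.16 for IL-4 without vehicle and −0.04 for vehicle with IL-4. In each comparison it was also below the lower limit of the line, −0.21 for both treatments. For IL-4 the line gave X a rise, of 0.06 without vehicle and 0.08 with DMSO, where X was at −0.10 and −0.03. This argues against a straight line in GC content as the whole cause, as far as the line can be extended. But the GC content of chromosome X, 39.3%, is below the lowest of the autosomes, 40.5%. A relation with GC content of another form and an effect on chromosome X therefore cannot be told apart.

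The site table holds 52826 sites (9.13%) that overlap no peak of the 6 libraries, while all 1410334 peaks lie inside its sites. Those sites had a median of 5.46 normalized reads, and 269 of them passed the filter on reads. No explanation for them was tested.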
